A study of Homo sapiens with 9 samples.

How the data were processed

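The data were 9 libraries of total RNA from MOLM-13 cells, in 3 groups of 3 replicates: RNA-seq of cells with a control hairpin (shCONTROL), RNA-seq of cells with a hairpin against BCLAF1 (shBCLAF1), and RNA co-precipitated with BCLAF1 from shCONTROL cells (RIP). Per the labels, all cells had 4 days of doxycycline at 200 ng/µL, and more cells were collected per RIP sample than per RNA-seq sample. Ribosomal RNA was removed, and stranded libraries were sequenced in paired ends. The labels state no aligner, genome build, annotation or counting tool. All 9 samples carry the same batch label, so every comparison lies within that batch and none across batches could be made. The labels name no mock precipitation.

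The authors deposited 1 table of estimated counts per gene (expected counts), with no normalization. Its values were whole numbers and were not rounded further. Between 6 and 17 genes per library had the value 1, against 103 to 197 with the value 2, and some genes stood at 0 in 1 library beside more than 100 in its replicates. Both features were taken as signs of counts derived from coverage rather than tallied reads. The table held 56541 genes, of which 39048 had a symbol. The gene name table matched the identifiers of 56012 genes and gave a symbol to 10 more. Another 1 entry named no gene. It had a value in 8 libraries, with 2.18% to 3.75% of the counts, and was left out of every fit and total. All columns of sample values were used.

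Totals per library ran from 25819144 to 36635268 estimated counts, so 3 counts, taken as the floor, equalled 0.0819 to 0.116 CPM. The totals are sums of estimated counts, and the floors cover counting error only, since PCR copies were not told apart. A gene was called off in a group when all 3 of its libraries were at or under the floor. For such genes a bound on the fold was computed against the floor in place of the fitted fold change. It is a bound for the deposited values only, since a 0 in this table does not show that few reads were present.

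The knock-down (shBCLAF1 against shCONTROL) and the RIP (RIP against shCONTROL RNA-seq) were fitted apart, each on its own 6 libraries. Each fit used edgeR 4.0.16 in R 4.3.3, with the default filter on low counts for the groups compared and TMM scaling. Fold changes used the default prior count of the fit, and the test was the quasi-likelihood F-test with group as the only term. The p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. For the RIP, enriched and depleted also required a log2 fold change of at least 1 in size. Standard errors of log2 fold changes were computed from the SD between replicates of log2 CPM in each group, with a prior count of 2. They are not those of the fit and take no part in its p-values. Values per group are TMM-scaled counts relative to library size (CPM), as mean ± SD.

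The 2 contrasts were joined over the genes tested in both, through Spearman's correlation across genes and the odds ratios of RIP enrichment among genes lower and higher after knock-down. Errors of these values came from a jackknife over the libraries. Both contrasts share the shCONTROL libraries, which alone creates a correlation. Simulated data with unchanged groups, and with the measured knock-down changes shuffled among genes of like mean count, gave the values due to sharing (20 simulations of each kind).

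Of the gene lists, 12 were written before the data were examined: cytoplasmic ribosomal proteins, replication-dependent histones, mitochondrially encoded mRNAs, snoRNAs and scaRNAs, spliceosomal snRNAs, p53 target genes, DNA double-strand break repair, myeloid differentiation markers, interferon-stimulated genes, KMT2A-fusion target genes, splicing regulators and cell-cycle genes. They were tested with camera of limma 3.58.1 (preset correlation of 0.01), adjusted over the 12 lists, with fry and camera with an estimated correlation as alternatives. The shares of counts of the first 5 lists, which are classes of RNA, were compared with an exact two-sided permutation test of the group means. With 3 against 3 this test cannot go below 0.1. Another 5 lists were written later and appear only among the additional observations: ATF4 target genes, chaperones induced by stress in the endoplasmic reticulum, mRNAs of secreted and membrane proteins, MCM2 to MCM7 with PCNA, and the mitotic genes of the cell-cycle list.

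The comparisons, the tests, the 12 lists, the rule for naming genes and most alternatives were fixed before the data were examined. By that rule BCLAF1 and its paralogue THRAP3 were named in every group. For each contrast, the 5 genes with the highest and the 5 with the lowest log2 fold change were named among those with an adjusted p under 0.05, a mean of at least 50 counts, a symbol, and groups that did not overlap. For the joint comparison, the rule named the 3 RIP-enriched genes with the lowest and the 3 with the highest knock-down change, and for a list that passed, up to 3 members with the smallest adjusted p. Because nearly all genes found this way were off in 1 group, the same rule was also applied to genes above 0 in all 9 libraries. That addition, the alternative restricted to the same genes, and the sum of BCLAF1 with its pseudogenes were chosen after the data were seen.

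The alternatives were: DESeq2 size factors or total counts in place of TMM; the DESeq2 1.42.0 Wald test; no filter, or a mean of at least 50 counts; all 9 libraries in 1 fit; the replicate number as a block; a minimum change of 1 on the log2 scale, or a test against it; small and abundant RNAs left out; the mean of both RNA-seq groups as the RIP reference; separate controls for the 2 contrasts; and each library left out in turn. The replicate numbers were checked for pairing by correlating, over 13737 genes, the deviations of like-numbered libraries from their group means. The correlations ran from -0.033 to 0.101, so the numbers were not used to pair samples.

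The fits were tested on simulated data with the means and dispersions of each contrast and 200 changed genes. Changed genes had a mean of at least 50 counts and a log2 change of at least 1 in size. The real knock-down calls had a median size of 0.47, so the share recovered does not describe changes of that size. Zeros beside high counts, as in the deposited values, were not built into the simulation. For the knock-down, 160 of the 200 were recovered (80%), and 8.57% of the 175 calls fell on unchanged genes. For the RIP, 104 were recovered (52%), and 5.45% of the 110 calls fell on unchanged genes. The other computations and the plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.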

Results

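RNA was measured in MOLM-13 cells, a human acute myeloid leukaemia line, in 3 groups of 3 libraries. The shCONTROL and shBCLAF1 groups were RNA-seq libraries of cells with a control hairpin and with a hairpin against BCLAF1, a nuclear RNA-binding protein. The RIP group held RNA recovered by precipitating BCLAF1 from shCONTROL cells. Total estimated counts were 34988573, 33076169 and 35305650 in the shCONTROL libraries and 36635268, 35810010 and 34197754 in the shBCLAF1 libraries. The RIP libraries held 25819144, 31568985 and 31455005. The 10 most abundant genes took 7.96% ± 0.0842 of the counts in shCONTROL, 7.81% ± 0.268 in shBCLAF1 and 5.68% ± 0.654 in the RIP (SD, n = 3 each).

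Across genes, Pearson's correlation of log counts between replicates was 0.957 to 0.958 in shCONTROL, 0.956 to 0.960 in shBCLAF1 and 0.939 to 0.947 in the RIP. Between shCONTROL and shBCLAF1 libraries it was 0.927 to 0.934, and between shCONTROL and RIP libraries 0.857 to 0.894. Genes are not independent replicates, so these values describe the libraries and carry no test. The common biological coefficient of variation was 0.233 in the knock-down fit and 0.313 in the RIP fit.

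Low values were not spread evenly. Among 11876 genes with at least 100 counts in every shCONTROL library, 180 values in the shBCLAF1 libraries were 0, none lay between 1 and 5, and 2 lay between 6 and 10. Another 12 lay between 11 and 20, 66 between 21 and 50, and 452 between 51 and 100. A value of 0 could stand beside 100 or more in the same group, which happened in 165 genes of shCONTROL, 175 of shBCLAF1 and 226 of the RIP. A gene at 0 in all 3 libraries of a group is therefore reported below with a bound on its fold and not as absent. The bound sets the deposited values against the floor of 3 counts, and it is no limit on the change of the RNA itself.

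**Figure D1:**
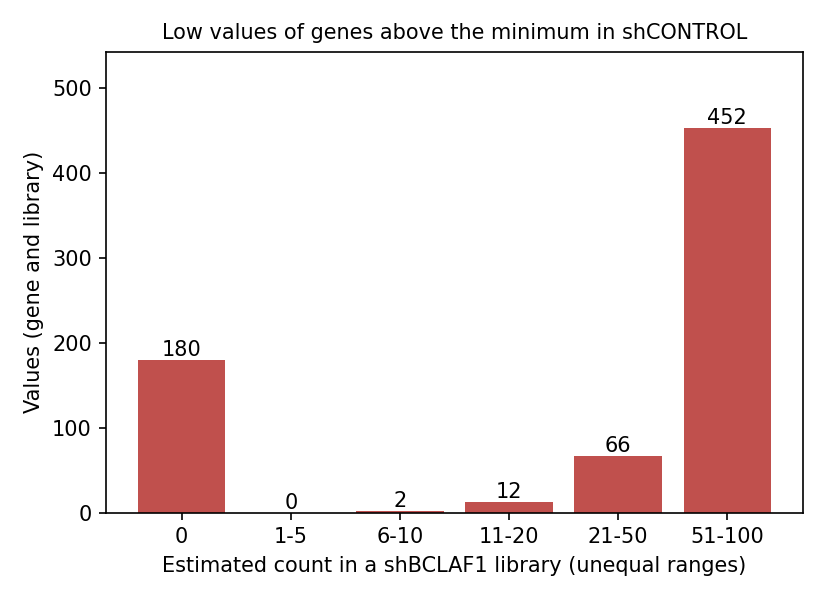
Number of values (gene and library) in the shBCLAF1 libraries by range of estimated count, for the 11876 genes with at least 100 counts in every shCONTROL library. The ranges are unequal. The bar at 0 holds 180 values, and the ranges from 1 to 10 hold 2.

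The knock-down comparison asks which transcripts change when BCLAF1 is depleted. BCLAF1 (ENSG00000029363) itself measured 322 ± 8.41 CPM in shCONTROL and 113 ± 12.5 in shBCLAF1 (SD, n = 3 each), or 35.2% of the control. Its log2 fold change was -1.50 (SE 0.10, adjusted p 2.06e-04 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and every shBCLAF1 library, at no more than 125 CPM, lay under every shCONTROL library, at 312 to 328. Over 15 alternatives the log2 fold change ran from -1.58 to -1.42, both ends of the range being fits that left out 1 library. The pseudogene BCLAF1P2, whose sequence can share reads with BCLAF1, fell by 1.60 on the log2 scale, and BCLAF1P1 was at 0 in all shBCLAF1 libraries, at least 24.1-fold lower. The paralogue THRAP3 (ENSG00000054118) measured 255 ± 18.6 CPM in shCONTROL and 268 ± 40.4 in shBCLAF1 (SD, n = 3 each). Its log2 fold change of 0.08 (SE 0.14, adjusted p 0.671) was smaller than the spread between replicates, and it was -0.011 without shBCLAF1 replicate 1.

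**Figure D2:**
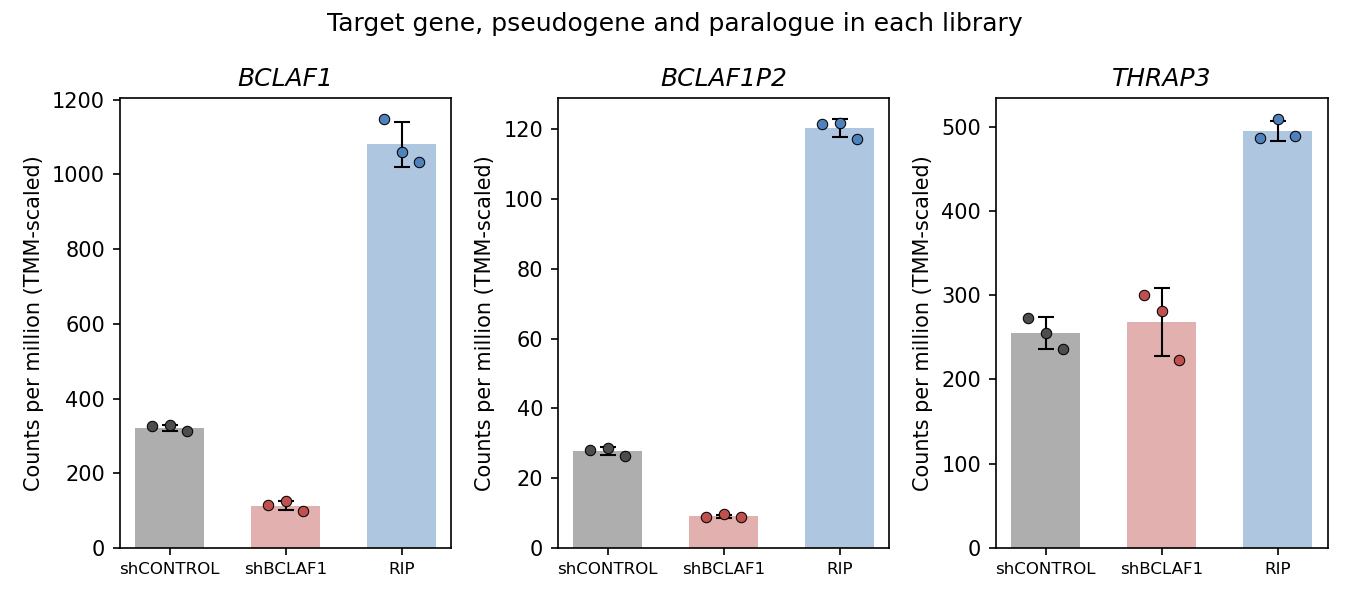
TMM-scaled CPM of BCLAF1, its pseudogene BCLAF1P2 and its paralogue THRAP3 in the shCONTROL, shBCLAF1 and RIP libraries. Bars are means, points are the 3 libraries of each group, and error bars are SD. BCLAF1 averaged 322, 113 and 1080 CPM in the 3 groups.

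After knock-down 16961 genes were tested, and 2625 were higher and 2859 lower at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), which is 32.3% of the genes. Most changes were small, with a median size of 0.47 on the log2 scale among the genes that passed. A log2 fold change of at least 1 was reached by 307 higher and 389 lower genes, and this minimum was the alternative that moved the counts most. Of those, 90 and 90 were off in 1 group. With a single fit of all 9 libraries, 1129 genes were higher and 1318 lower. With DESeq2, 98.6% of the higher and 99.6% of the lower genes were called again. The other 9 splits of the 6 libraries into 3 against 3 gave 0 to 2 genes, with 140 to 352 genes at an unadjusted p under 0.05.

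The rule fixed in advance named only genes that were off in 1 group after knock-down, with folds that hold against the floor of 3 counts in the deposited values alone. CORO7-PAM16 was at least 432-fold lower, JCAD at least 149-fold, VWF at least 148-fold, SLC6A9 at least 136-fold and NES at least 119-fold. EEF1AKMT3 was at least 97.4-fold higher, CAMSAP2 at least 81.2-fold, KLHL33 at least 65.5-fold, NBPF10 at least 62.3-fold and IFNAR2-IL10RB at least 56.6-fold. The RIP libraries came from shCONTROL cells. CAMSAP2 held 142, 128 and 129 counts in RIP replicates 1, 2 and 3, and NBPF10 565, 1533 and 789. Their 0 in the shCONTROL RNA-seq thus does not show an absent RNA. EEF1AKMT3 held 213, 0 and 113 in the RIP and IFNAR2-IL10RB 69, 0 and 953, while KLHL33 was at 0 in all RIP libraries. CORO7-PAM16 and IFNAR2-IL10RB are read-through transcripts that overlap other genes, and NBPF10 belongs to a family of near-identical copies, so the origin of their counts is uncertain. IFNAR2-IL10RB did not pass in the fit of all 9 libraries (adjusted p 0.0994, with 9.08e-14 to 0.0994 over its 13 alternatives). It held 317, 131 and 120 counts in shBCLAF1 replicates 1, 2 and 3, so its bound leans on replicate 1. Its fitted log2 fold change was 10.5, and 9.92 without that library.

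Among genes above 0 in all 9 libraries, the lowest fold changes belonged to STC2, CHAC1, VKORC1L1, AMZ1 and PAK3. STC2 measured 62.5 ± 10.2 CPM in shCONTROL and 2.60 ± 0.245 in shBCLAF1 (SD, n = 3 each; log2 fold change -4.59, SE 0.15, adjusted p 8.17e-05). CHAC1 measured 53.2 ± 2.65 and 3.84 ± 1.56 (log2 fold change -3.79, SE 0.38, adjusted p 5.24e-04). The log2 fold change was -3.72 for VKORC1L1, -3.60 for AMZ1 and -3.48 for PAK3. The highest fold changes belonged to CLEC12A, S100A9, SLPI, CEBPE and CYBB. CLEC12A measured 1.02 ± 0.268 CPM in shCONTROL and 14.5 ± 1.31 in shBCLAF1 (log2 fold change 3.82, SE 0.21, adjusted p 2.02e-04). S100A9 measured 2.14 ± 0.245 and 26.8 ± 0.971 (log2 fold change 3.64, SE 0.10, adjusted p 7.97e-05). The log2 fold change was 3.00 for SLPI, 2.84 for CEBPE and 2.64 for CYBB. The 10 genes of this paragraph had a p under 0.05 in all their alternatives.

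The RIP comparison asks which RNAs are recovered with BCLAF1 beyond their abundance in the same cells. Of 16727 genes tested, 4107 were higher and 4124 lower in the RIP than in the shCONTROL RNA-seq at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). With a log2 fold change of at least 1 in size, 1853 genes were enriched and 2281 depleted. Of these, 158 and 263 were off in 1 group, and among the 14069 tested genes above 0 in all 9 libraries, 1632 were enriched and 2006 depleted. A test against a log2 fold change of 1 moved these counts most, to 732 enriched and 1142 depleted. Total counts in place of TMM shifted the median of all genes by -0.12 on the log2 scale and gave 1488 enriched and 2640 depleted genes. The other 9 splits of the 6 libraries gave 0 enriched or depleted genes, with 56 to 84 genes at an unadjusted p under 0.05 and no minimum change. Because the reference was total RNA and not a mock precipitation, enrichment here does not separate binding from background of the precipitation.

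BCLAF1 mRNA was enriched in the RIP, at 1080 ± 59.5 CPM (SD, n = 3), or 336% of shCONTROL, with a log2 fold change of 1.74 (SE 0.05, adjusted p 2.19e-04). It ranked 306 of the 14069 genes above 0 in all 9 libraries, with 2.17% of them higher. THRAP3 measured 495 ± 12.1 CPM in the RIP (SD, n = 3), with a log2 fold change of 0.95 (SE 0.07, adjusted p 7.00e-04), under the minimum for enrichment, which it passed without shCONTROL replicate 1 (1.01). BCLAF1P2 and BCLAF1P1 had log2 fold changes of 2.11 and 2.07, and the counts of these pseudogenes cannot be separated from BCLAF1 in a table of genes.

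By the rule fixed in advance, and against the same floor, PRDM15 was at least 433-fold higher in the RIP, NBPF10 at least 393-fold, ENOX2 at least 264-fold, ABCC2 at least 96.7-fold and TP53INP2 at least 79.5-fold. In shBCLAF1 replicates 1, 2 and 3, PRDM15 held 560, 0 and 0 counts, NBPF10 209, 184 and 228, and TP53INP2 0, 424 and 0. The folds of these genes thus rest on a 0 that not every RNA-seq library shared. ENOX2 and ABCC2 were at 0 in every RNA-seq library. TP53INP2 did not pass in the fit of all 9 libraries (adjusted p 0.0512) or against the mean of both RNA-seq groups (0.0703, the highest of its 16 alternatives, whose lowest was 6.35e-15). SLITRK4 was at least 30.8-fold lower, RAB15 at least 30.6-fold, RAB4B-EGLN2 at least 29.1-fold, BBS12 at least 27.9-fold and RN7SL5P, a pseudogene, at least 27.1-fold. SLITRK4 had an adjusted p of 0.0507 against the mean of both RNA-seq groups, the highest of its 16 alternatives, whose lowest was 5.56e-12. RAB4B-EGLN2 is a read-through transcript with an adjusted p of 0.0461, and it held 328 counts in shCONTROL replicate 1 but 15 and 15 in replicates 2 and 3. Its bound of 29.1 therefore rests mainly on shCONTROL replicate 1. The fitted log2 fold change of this gene was -9.74, and it ran from -10.2 to -6.73 with 1 library left out. Its call was lost in the 5 fits without shCONTROL replicate 2 or 3 or without any RIP replicate (adjusted p 0.0575 to 0.0900), and its 15 alternatives ran from 0.0250 to 0.156.

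Among genes above 0 in all 9 libraries, the most depleted in the RIP were small noncoding RNAs. SNORA73A measured 92.2 ± 13.1 CPM in shCONTROL and 0.247 ± 0.0995 in the RIP (SD, n = 3 each; log2 fold change -8.52, SE 0.32, adjusted p 1.42e-04). The log2 fold change was -5.71 for RMRP, -5.57 for SNORD3A, -5.39 for SNORA53 and -5.22 for RN7SL2. RN7SL2 (SE 1.55, adjusted p 0.0246) varied most: its counts were 232, 808 and 9970 in RIP replicates 1, 2 and 3, and its log2 fold change was -7.97 without RIP replicate 3. Its call was lost without shCONTROL replicate 1, 2 or 3 (adjusted p 0.0569, 0.0569 and 0.0592) and without RIP replicate 2 (0.0604), and its 16 alternatives ran from 9.36e-05 to 0.0905. RIP replicate 3 also held more RMRP, with 3152 counts against 489 and 550 in replicates 1 and 2. The log2 fold change of RMRP ran from -7.06 to -5.32 over the 6 fits that left out 1 library. The most enriched were ARC, RASD1, FOSB, CTNS and LCDR. ARC measured 2.00 ± 0.445 CPM in shCONTROL and 24.8 ± 12.5 in the RIP (SD, n = 3 each; log2 fold change 3.63, SE 0.48, adjusted p 0.00127). The log2 fold change was 3.39 for RASD1, 3.18 for FOSB, 3.13 for CTNS and 3.06 for LCDR. CTNS (SE 0.92, adjusted p 0.0236) lost its call without shCONTROL replicate 1 (adjusted p 0.0761) and without RIP replicate 2 (0.0599), and its 17 alternatives ran from 4.49e-04 to 0.111. The log2 fold change of CTNS was 2.66 without shCONTROL replicate 3 and 4.66 without shCONTROL replicate 2. Its counts in shCONTROL replicates 1, 2 and 3 were 17, 85 and 9.

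The joint comparison asks whether RNAs recovered with BCLAF1 are those that change when it is depleted. Over the 16386 genes tested in both contrasts, Spearman's rho of the log2 fold changes was 0.0882 (jackknife SE 0.0182 over the libraries), across genes that are not independent replicates. Simulations of unchanged groups with shared controls gave 0.111 on average (0.0967 to 0.125), and simulations with the measured changes shuffled among genes of like mean count gave 0.0818 (0.0734 to 0.0989). The observed correlation lay under the range with unchanged groups and within the range with shuffled changes. It was thus no larger than these simulations produced. Neither kind called as many genes as the data, as given below, so the simulations cannot attribute the correlation to sharing. The alternative that moved it most, the RIP against the mean of both RNA-seq groups, gave -0.148. Separate controls for the 2 contrasts gave 0.0406, 0.0400 and 0.0202.

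Of the 1709 RIP-enriched genes in both contrasts, 305 were lower and 333 higher after knock-down. Genes lower after knock-down made up 17.8% of the RIP-enriched genes and 17.4% of the others, an odds ratio of 1.03 (jackknife SE 0.131). Genes higher after knock-down made up 19.5% of the RIP-enriched genes and 15.1% of the others, an odds ratio of 1.36 (jackknife SE 0.164). With unchanged groups the simulated odds ratios were 0.689 (0.637 to 0.753) for lower and 1.57 (1.47 to 1.72) for higher genes. With shuffled changes they were 0.881 (0.803 to 0.973) and 1.27 (1.15 to 1.37). The observed 1.03 lay above the range of both kinds of simulation, and the observed 1.36 lay within the range with shuffled changes. The simulations with shuffled changes called 3087 genes on average, and those with unchanged groups 0.05, where the data gave 5484. As many top-ranked genes as the data called were therefore counted in each. With unchanged groups, nearly all of the genes counted had thus not passed. The odds ratio for lower genes was 0.833 among genes above 0 in all 9 libraries, for which no simulated value was computed.

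**Figure D3:**
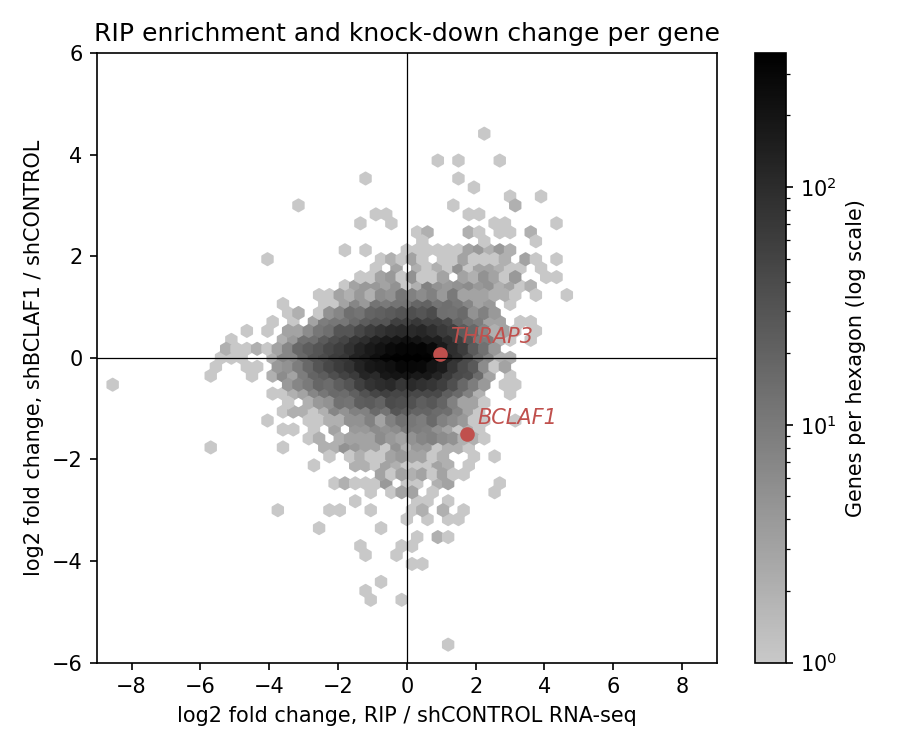
Log2 fold change after knock-down (shBCLAF1 over shCONTROL, y axis) against log2 fold change in the RIP (RIP over shCONTROL RNA-seq, x axis), as the number of genes per hexagon on a log colour scale, for 16020 genes off in no group of either contrast. BCLAF1, at 1.74 and -1.50, and THRAP3, at 0.95 and 0.08, are marked, and Spearman's rho over the 16386 genes tested in both was 0.0882.

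By the rule fixed in advance, the RIP-enriched genes with the lowest knock-down change were JCAD, VWF and DUSP8, with 0 counts in all shBCLAF1 libraries. DUSP8 was at least 72.6-fold lower after knock-down. Their RIP log2 fold changes were 1.10, 1.18 and 2.00. JCAD (RIP adjusted p 0.0185) lost its RIP call without shCONTROL replicate 1, 2 or 3 (adjusted p 0.0618, 0.0689 and 0.0504) and with the replicate number as a block (0.0605), and its 16 alternatives ran from 1.33e-05 to 0.646. Its RIP log2 fold change was under the minimum of 1 without RIP replicate 2 (0.79) and under total counts (0.97). Those with the highest change were WDR97, NBPF10 and CAMSAP2, off in shCONTROL. WDR97 was at least 41.5-fold higher after knock-down and at least 75.02-fold higher in the RIP, and CAMSAP2 was at least 55.0-fold higher in the RIP. Their shared 0 in shCONTROL entered both contrasts.

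Among genes above 0 in all 9 libraries, the RIP-enriched genes with the lowest knock-down log2 fold changes were PAK3 (-3.48, with 1.30 in the RIP), FCGR2C (-3.10, with 1.40) and PTPN13 (-2.13, with 1.10). FCGR2C has close paralogs, so the origin of its counts is uncertain. Those with the highest changes were AHDC1 (2.38, with 2.68 in the RIP), SH3BP5 (2.15, with 2.04) and RASD1 (1.82, with 3.39). With 1 library left out, the RIP log2 fold change ran from 1.98 to 3.18 for AHDC1 and from 1.40 to 2.30 for SH3BP5. AHDC1 (adjusted p 0.0221 after knock-down and 0.0140 in the RIP) lost its knock-down call without shCONTROL replicate 1 or 3 (adjusted p 0.0817 and 0.0713) and without shBCLAF1 replicate 2 or 3 (0.0637 and 0.0603). It lost its RIP call without shCONTROL replicate 1 or 3 (0.0579 and 0.0516). Its alternatives ran from 0.00103 to 0.0817 after knock-down and from 2.00e-05 to 0.0815 in the RIP. Under the test against a log2 fold change of 1 in the RIP, JCAD, VWF, DUSP8, PAK3, PTPN13, SH3BP5 and AHDC1 did not pass (adjusted p 0.0800 to 0.646). The RIP log2 fold change was under the minimum of 1 for PTPN13 under total counts (0.98) and for SH3BP5 against the mean of both RNA-seq groups (0.97).

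After knock-down 6 of the 12 lists passed at an adjusted p under 0.05 with camera, and the call held under fry for all 6. Under an estimated correlation, the alternative that moved the count most, 1 list passed, the myeloid markers (adjusted p 0.00849). The other 9 splits of the libraries, each of which still parts the real groups 2 to 1, called 3 to 9 lists, and 4 of the 10 splits called as many. For each of the 6 lists the median was farther from 0 in the real split than in the other 9, as it also was for the p53 targets (0.06 against 0.03) and the splicing regulators (-0.09 against -0.05), which did not pass. No list's median changed when genes off in 1 group were set to their bound.

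Of the cytoplasmic ribosomal protein genes, 71 of 82 were lower and 0 higher after knock-down (74 lower when adjusted over the list alone), with a median log2 fold change of -0.42 and a camera adjusted p of 1.70e-31. The other splits reached at most -0.18. Of the replication-dependent histone genes, 43 of 52 were lower and 0 higher (47 lower when adjusted over the list alone; median -0.60, adjusted p 4.91e-29), with at most 0.24 in size in the other splits. Of the myeloid differentiation markers, 14 of 23 were higher and 2 lower (14 and 3 when adjusted over the list alone; median 0.57, adjusted p 3.75e-17), with at most 0.35 in the other splits. Of the KMT2A-fusion target genes, 13 of 17 were lower and 1 higher (13 and 2 when adjusted over the list alone; median -0.43, adjusted p 1.71e-08), with at most -0.21 in the other splits. The direction of these 4 medians was the same under total counts. The members with the smallest adjusted p were RPS16, RPL12 and RPL37A for the ribosomal proteins (log2 fold changes -0.70, -0.62 and -0.47) and H2AC6, H3C4 and H4C2 for the histones (-0.66, -0.76 and -0.58). They were MEIS1, BCL2 and HOXA7 for the KMT2A-fusion targets (-0.86, -0.84 and -1.46). Of the myeloid markers, S100A9 and CYBB had log2 fold changes of 3.64 and 2.64.

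The other 2 lists that passed changed little. Of the cell-cycle genes, 11 of 29 were lower and 2 higher (11 and 3 when adjusted over the list alone; median -0.12, adjusted p 0.00413), and the median was -0.07 without shBCLAF1 replicate 3. The other splits reached -0.11. Of the DNA double-strand break repair genes, 14 of 38 were lower and 1 higher (14 and 2 when adjusted over the list alone; median -0.17, adjusted p 0.0318), and the list did not pass under total counts (adjusted p 0.0586, with 0.00157 to 0.333 over its 11 alternatives). Members with the smallest adjusted p were MCM6, PCNA and MCM5 (log2 fold changes -0.82, -0.97 and -0.49) and XRCC2, MDC1 and MRE11 (-0.52, -0.43 and -0.51).

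The 6 lists that did not pass after knock-down had adjusted p-values from 0.232 to 0.880. Their medians were 0.20 for the mitochondrially encoded mRNAs (1 of 13 higher, 0 lower), -0.04 for the snoRNAs and scaRNAs (2 of 98 higher, 6 lower) and 0.13 for the spliceosomal snRNAs (3 of 76 higher, 0 lower). They were 0.06 for the p53 targets (7 of 28 higher, 5 lower), -0.19 for the interferon-stimulated genes (4 of 27 higher, 7 lower) and -0.09 for the splicing regulators (6 of 39 higher, 12 lower). Adjusted over the list alone, the counts of higher and lower genes were 1 and 0, 1 and 2, 0 and 0, 8 and 7, 4 and 7, and 6 and 12, in the same order. The snoRNA median was 0.01 under total counts and also without shBCLAF1 replicate 1. It was -0.15 without shBCLAF1 replicate 3, and the snRNA median was 0.08 without shCONTROL replicate 1. The p53 median was -0.04 and the interferon median 0.09 without shCONTROL replicate 2, and they were 0.11 and -0.41 without shCONTROL replicate 3. The mitochondrial list passed without shBCLAF1 replicate 1 (median 0.30, adjusted p 0.0187, with 0.0187 to 0.955 over its 11 alternatives) and had a median of 0.03 without shBCLAF1 replicate 2. The splicing list passed without shCONTROL replicate 2 (adjusted p 0.0422) and under fry (0.0121, with 0.0121 to 0.594 over its 11 alternatives), and the spliceosomal snRNAs passed under fry (0.0105, with 0.0105 to 0.565 over theirs).

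**Figure D4:**
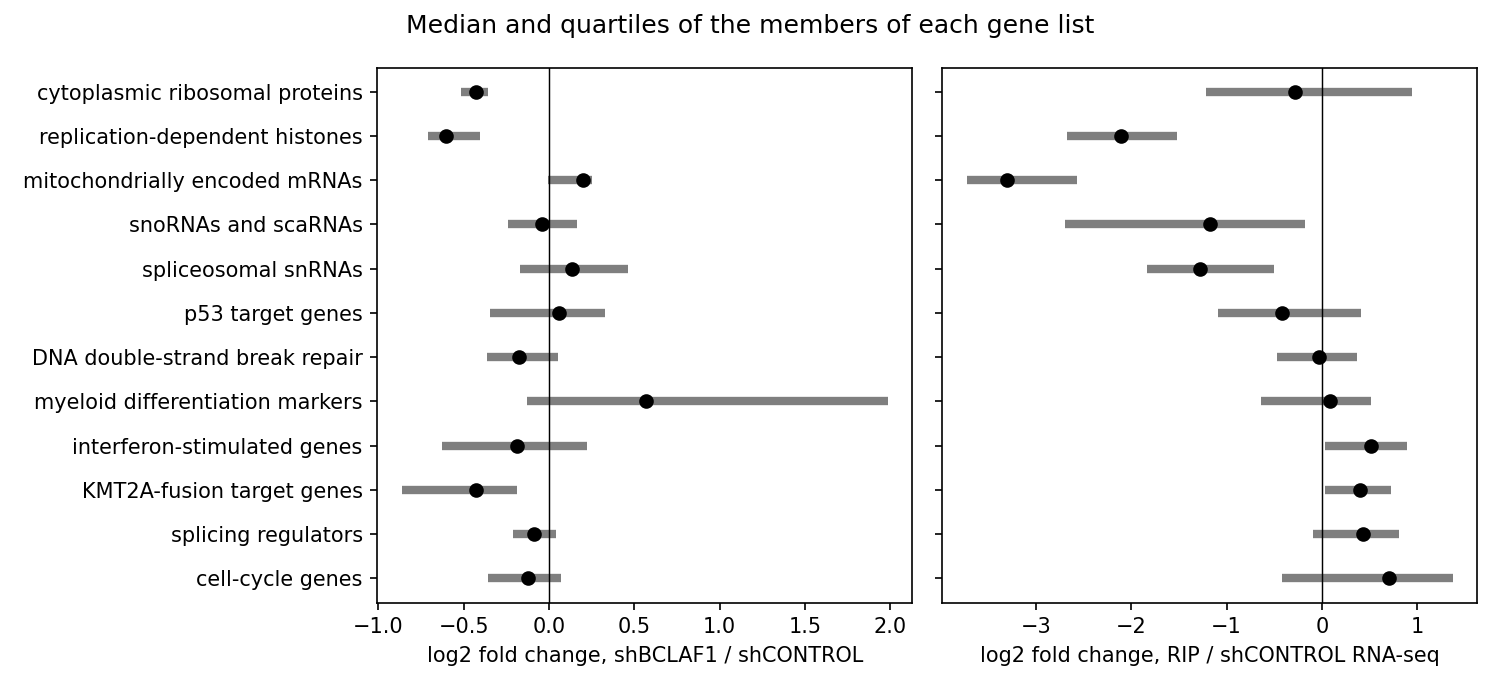
Median (point) and quartiles (bar) of the log2 fold changes of the tested members of each of the 12 gene lists, after knock-down on the left and in the RIP on the right, with different x axes. The histone median was -0.60 after knock-down and -2.11 in the RIP, and the myeloid median was 0.57 and 0.09. The medians of the snoRNAs after knock-down and of the myeloid markers in the RIP change sign under total counts, to 0.01 and -0.03.

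In the RIP 7 lists passed with camera, 6 of them also under fry and 0 under an estimated correlation, where 1 list had an unadjusted p under 0.05. As many lists were called in 4 of the 10 splits, with 4 to 9 lists in the other 9. The median was farthest from 0 in the real split for 6 of the lists that passed, and also for the p53, interferon and KMT2A-fusion lists, which did not. Of the mitochondrially encoded mRNAs, 13 of 13 were lower (13 when adjusted over the list alone; median -3.31, adjusted p 2.56e-16). Of the histone genes, 49 of 52 were lower and 0 higher (49 and 0 when adjusted over the list alone; median -2.11, adjusted p 8.35e-22), against at most -0.78 in the other splits. Of the snoRNAs and scaRNAs, 38 of 89 were lower and 3 higher (37 and 3 when adjusted over the list alone; median -1.18, adjusted p 9.91e-08), against at most 0.60 in size. Of the spliceosomal snRNAs, which are mostly pseudogenes in the annotation, 23 of 58 were lower and 1 higher (20 and 1 when adjusted over the list alone; median -1.28, adjusted p 0.00235), against at most 0.56 in size. Of the cell-cycle genes, 16 of 29 were higher and 7 lower (16 and 8 when adjusted over the list alone; median 0.70, adjusted p 9.86e-04), against at most 0.31 in size. Of the splicing regulators, 20 of 39 were higher and 4 lower (20 and 5 when adjusted over the list alone; median 0.43, adjusted p 0.00232), against at most 0.23 in size.

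The ribosomal protein list passed in the RIP at an adjusted p of 0.00960, but its members went both ways, with 25 of 83 higher and 35 lower (26 and 36 when adjusted over the list alone), a median of -0.29 and quartiles of -1.22 and 0.94. In 4 of the 10 splits the median was as far from 0. The call was lost without shCONTROL replicate 1, 2 or 3 (adjusted p 0.0617, 0.0535 and 0.0592), without RIP replicate 1 or 2 (0.601 and 0.134, with medians of -0.15 and -0.17), under fry (0.0807) and with the replicate number as a block (0.188). Without RIP replicate 3 the median was -0.48. Over its 11 alternatives the adjusted p ran from 0.00546 to 0.828.

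Members with the smallest adjusted p in the RIP were MT-CO3, MT-CO1 and MT-CYB (log2 fold changes -3.73, -3.39 and -2.57), BUB1B, KIF20A and NUSAP1 of the cell-cycle genes (1.70, 2.31 and 1.93), SRPK2, SRRM1 and HNRNPD of the splicing regulators (1.43, 1.61 and -1.15) and RPL34, RPS29 and RPS2 of the ribosomal proteins (-2.65, -3.17 and -2.37). The lists that did not pass were the p53 targets (median -0.42; 9 of 28 higher, 12 lower), DNA double-strand break repair (median -0.03; 9 of 38 higher, 8 lower), myeloid markers (median 0.09; 6 of 23 higher, 7 lower), interferon-stimulated genes (median 0.51; 7 of 29 higher, 5 lower) and KMT2A-fusion targets (median 0.40; 7 of 17 higher, 2 lower). Adjusted over the list alone, their counts of higher and lower genes were 10 and 12, 8 and 8, 6 and 8, 7 and 5, and 7 and 2, in the same order. Their adjusted p-values ran from 0.0548, for the KMT2A-fusion targets, to 0.957. The KMT2A-fusion list passed without RIP replicate 3 (adjusted p 0.00730), under fry (0.00702) and with the replicate number as a block (0.0498), with 0.00702 to 0.351 over its 11 alternatives, and the p53 list passed under fry (9.81e-04, with 9.81e-04 to 0.497 over its 11). The myeloid median in the RIP was -0.03 under total counts and -0.04 without RIP replicate 1, and that of DNA double-strand break repair ran from -0.13 without RIP replicate 1 to -0.013 without RIP replicate 2.

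The shares of counts describe the 5 classes of RNA without any scaling. Cytoplasmic ribosomal protein genes took 3.86% ± 0.00761 of the counts in shCONTROL, 2.95% ± 0.0936 in shBCLAF1 and 4.29% ± 0.859 in the RIP (SD, n = 3 each). Histone genes took 1.32% ± 0.0308, 0.933% ± 0.0287 and 0.328% ± 0.0916. Mitochondrially encoded mRNAs took 2.77% ± 0.151, 2.97% ± 0.481 and 0.289% ± 0.0782. The snoRNAs and scaRNAs took 0.121% ± 0.00731, 0.115% ± 0.0154 and 0.0134% ± 0.00489, and the spliceosomal snRNAs 0.0311% ± 9.04e-04, 0.0284% ± 0.00691 and 0.00917% ± 7.98e-04. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 allows, for the ribosomal proteins and histones after knock-down and for the histones, mitochondrial mRNAs, snoRNAs and snRNAs in the RIP (0.167 when adjusted over the 10 tests). The groups overlapped in the other 4 tests, with exact p-values of 0.8 (mitochondrial mRNAs), 0.6 (snoRNAs) and 0.7 (snRNAs) after knock-down and 0.7 (ribosomal proteins) in the RIP. With the 10 most abundant genes taken out, the ribosomal protein share after knock-down changed by -1.003 percentage points in place of -0.911.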

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

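The tests of depth and of unassigned counts in this part were chosen after the difference was seen. The entry of the table that names no gene lies outside the comparisons, and its share of the counts was higher in the shBCLAF1 libraries than in the control libraries. It was 3.46% ± 0.289 in shBCLAF1 (3.17% to 3.75%) and 2.96% ± 0.157 in shCONTROL (2.84% to 3.14%; SD, n = 3 each), a difference of 0.499 percentage points. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 allows, so chance is not excluded. Among the RIP libraries, replicate 1 had no value in this entry.

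A difference in depth is argued against, because the mean totals of the 2 groups had a ratio of 1.03 while the mean shares had a ratio of 1.17. Counts of genes that dropped to 0 and were then assigned to no gene are also argued against, for the genes covered. The 26 genes at 0 in all shBCLAF1 libraries and at 100 counts or more in every shCONTROL library were summed. They held only 0.0212% of the shCONTROL counts, far less than the difference. Genes at 0 with lower shCONTROL counts were left out of this value. What the entry collects is not stated, so reads from outside the annotation, from several genes or from another source were not tested. An effect of the knock-down on such reads may remain, as an untested biological explanation.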

How the results depend on the processing

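All alternatives were chosen before the data were examined, except the restriction to genes above 0 in all 9 libraries and the sum of BCLAF1 with its pseudogenes. BCLAF1 was lower after knock-down in all 15 alternatives, with log2 fold changes from -1.58 to -1.42 (-1.52 with the pseudogenes added) and adjusted p-values of at most 0.00506. The counts of genes stayed within 1.5 times the reported counts, in both contrasts and both directions, in all alternatives but those named next.

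After knock-down, the single fit of all 9 libraries gave 1129 higher and 1318 lower genes; the cause was not tested. A minimum log2 fold change of 1 left 307 and 389, because most changes were smaller. For the RIP, the test against a log2 fold change of 1 gave 732 enriched and 1142 depleted genes, since it asks that the change itself exceed 1. Total counts in place of TMM moved the share of higher genes among the knock-down calls from 47.9% to 56.6%, and the share of enriched genes among the RIP calls from 44.8% to 36.0%. With the replicate number as a block, 2271 genes were higher and 2538 lower after knock-down, and 1597 were enriched and 1879 depleted in the RIP. Leaving out 1 library at a time gave 1975 to 2642 higher and 2171 to 2730 lower genes after knock-down, and 1764 to 1990 enriched and 2058 to 2906 depleted genes in the RIP.

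The correlation of RIP enrichment with the knock-down change reversed to -0.148 when the RIP was set against the mean of both RNA-seq groups. This reference contains part of each gene's knock-down change, which by construction pushes the correlation under 0. With separate controls the correlation was 0.0406, 0.0400 and 0.0202 for shCONTROL replicate 1, 2 or 3 as the RIP reference. The odds ratios need calls of enriched genes and were not computed with separate controls, where the RIP reference is 1 library. Across the 9 fits that each left out 1 library, the correlation ran from 0.0716 to 0.122.

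The odds ratio of RIP-enriched genes among genes lower after knock-down was 1.03, and it was under 1 under total counts (0.937), with a mean of at least 50 counts (0.895) and among genes above 0 in all 9 libraries (0.833). It was 1.09 with DESeq2 and also with the replicate number as a block. It was 2.55 against the mean of both RNA-seq groups, by the construction described above. The value without a change is not 1, since the simulations gave 0.689 and 0.881 on average for the reported setting. None was run for the 3 settings under 1, so they show no reversal against that value, and the cause of the differences was not tested. The odds ratio for higher genes was 0.680 against the mean of both RNA-seq groups, 1.17 with a mean of at least 50 counts, 1.53 with DESeq2 (cause not tested) and 1.15 among genes above 0 in all 9 libraries. Across the fits that left out 1 library the odds ratios ran from 1.01 to 1.23 for lower and from 1.23 to 1.63 for higher genes.

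With an estimated correlation between genes, 1 list was called after knock-down (4 at an unadjusted p under 0.05) and 0 in the RIP (1 unadjusted). With 3 libraries per group that correlation is estimated from few samples, and the cause was not tested. The other alternatives called 5 to 8 lists after knock-down and 6 to 8 in the RIP. Taking out the 10 most abundant genes changed the base of the shares, and with it the differences in percentage points: -1.003 for ribosomal proteins and -0.424 for histones after knock-down, and -1.09 for histones, -1.96 for mitochondrial mRNAs, -0.118 for snoRNAs and -0.0242 for snRNAs in the RIP. All 6 kept their direction.

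Of the single genes, THRAP3 after knock-down changed direction without shBCLAF1 replicate 1 (-0.011, with -0.011 to 0.20 over the 6 fits that left out 1 library), and it was past the threshold in none of its alternatives. By adjusted p alone, other named genes lost their call 20 times when 1 library was left out, in 6 results, and 19 times under other settings, in 14 results. The minimum change of 1 in the RIP is not part of these counts. Single lists lost their call 5 times and gained it 3 times when 1 library was left out, and lost it 15 times and gained it 5 times under other settings. The genes and lists decided by 1 library are given with their values in the results.

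Depth alone did not set the genes at 0, since in 165 genes of shCONTROL, 175 of shBCLAF1 and 226 of the RIP a 0 stood beside 100 or more counts in a replicate. A fold against a group at 0 rests on the floor of 3 counts in the deposited values and is not a measured ratio.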

Other observations

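The tests of scaling, of matched random lists, of the genes at 0, of S phase and of nascent protein, the simulation with shuffled changes, and the 5 added lists were chosen after the results they concern were seen. The predictions for the chaperones, for the secreted proteins and for the shared controls were written before their values were computed, but their readings were revised once the values were known.

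The split into the study's groups was compared with all other splits of the same 6 libraries. For genes called after knock-down, 1 of the 10 splits gave as many, the real one, and for genes enriched or depleted in the RIP it was also 1 of 10. With 10 splits the share cannot go under 0.1, so the splits alone exclude chance in neither contrast. For the number of gene lists called, 4 of the 10 splits gave as many after knock-down and 4 of 10 in the RIP. Each other split keeps part of the real difference, because it parts the real groups 2 to 1, so these counts of lists do not show how often camera would call a list with no difference.

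In the RNA-seq, 36 genes were at 0 in all libraries of 1 group and at 100 counts or more in all libraries of the other, 26 of them off after knock-down and 10 off in shCONTROL. Zeros falling on libraries at random are argued against, because the other splits gave at most 4 such genes. Zeros as the low end of a continuous fall are also argued against, because only 2 values lay between 1 and 10 where 180 lay at 0. A candidate explanation is a coverage minimum in the authors' counting. Such a minimum would strike genes whose counts are spread over a long span, and the 34 of these genes with a span had a median of 62.2 kb, against 12.4 kb in draws of genes with like counts. None of 10000 draws reached it (highest 41.8 kb; one-sided permutation p 1e-04, the smallest that the draws can give). The genes with the most extreme folds in the report, such as JCAD, VWF and NES, may therefore have changed by less than the folds given against the floor of 3 counts, since a gene under a minimum would be written as 0. How the authors counted is not stated, so this was not tested directly. A true change of these genes with the knock-down also stays open, since the zeros follow the groups. For CAMSAP2, NBPF10 and WDR97, a 0 in the shCONTROL RNA-seq does not show an absent RNA. These genes had counts in every RIP library, and the RIP was made from shCONTROL cells. KLHL33, also off in shCONTROL, was at 0 in every RIP library.

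Ribosomal protein genes fell after knock-down (median log2 fold change -0.42). TMM scaling as the whole cause is argued against by a median of -0.37 under total counts. Leaving TMM out moved the median of all genes by only 0.05 on the log2 scale. A fall of this size could therefore not vanish, and the test covers the choice of scaling only. A trend with expression level or gene length is argued against by 10000 random lists matched on both, whose lowest median was -0.27. The same test of scaling gave -0.55 for the histones, 0.61 for the myeloid markers and -0.38 for the KMT2A-fusion targets, each close to its reported median. Contamination by other cells, GC content and a batch of culture were not tested, and the labels name a single hairpin per group, so its target and its other effects were not separated. MYC, singled out after its value was seen, also fell by 0.88 on the log2 scale (adjusted p 9.73e-05 by the edgeR quasi-likelihood test). A shift of these leukaemia cells toward differentiation after loss of BCLAF1 is a hypothesis that the rise of the myeloid markers and the fall of the KMT2A-fusion targets would be consistent with. It was not tested apart from the lists it came from.

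The fall of the histone genes may reflect fewer cells in S phase. The 7 replication genes of the cell-cycle list, MCM2 to MCM7 and PCNA, were all lower, with a median log2 fold change of -0.49 (adjusted p 3.32e-09 by camera, 8.79e-04 by fry and 0.130 with an estimated correlation), and 35 of 10000 matched random lists were as low. They are the part of that list that carried its fall, and values of its members had been seen before, so they are no independent evidence. The other 22 genes of the list, the mitotic ones, had a median of -0.04 (2 higher, 4 lower; adjusted p 0.618), which was 0.01 under total counts, so a fall of all proliferation genes alike was not seen. Fewer cells in S phase cannot be told apart from lower expression of these genes per cell, because no cell-cycle measurement was analysed here.

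The genes that fell most after knock-down included CHAC1 and STC2, known targets of the stress-responsive factor ATF4, which led to a list of 35 ATF4 target genes written after values of its members were seen and without CHAC1, STC2 and SLC6A9. Of the 33 tested, 33 were lower and 0 higher, with a median log2 fold change of -1.06 and quartiles of -1.69 and -0.82. The camera adjusted p of 5.52e-78 (fry 1.74e-04, estimated correlation 0.0209, over the 5 added lists) carries little weight, because the list was chosen from the same data. SESN2 is also in the p53 list. ATF4 itself fell by 0.97 on the log2 scale. TMM scaling as the whole cause is argued against by a median of -1.003 under total counts, with the limit given above for that test. A trend with expression level or length is argued against by the lowest median of 10000 matched random lists, -0.27. Relief of stress in the endoplasmic reticulum would lower the chaperones too. Their median was 0.13, but the members went both ways (11 of 29 higher, 6 lower; adjusted p 0.141), so this explanation stays open. A difference in nutrients of the medium between the cultures could lower the same genes and was not tested. Lower ATF4 activity after loss of BCLAF1 is thus a hypothesis. ATF4 mRNA was recovered in the RIP with a log2 fold change of 0.78, under the minimum for enrichment, and the ATF4 list had a median of -0.42 in the RIP (7 of 33 higher, 17 lower; adjusted p 0.0107).

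In the RIP, mRNAs of secreted and membrane proteins were lower, with a median log2 fold change of -0.55 over 50 genes (9 higher, 27 lower; adjusted p 2.15e-06), under all 10000 matched random lists (lowest -0.46). A candidate explanation is loss of membrane-bound RNA from the lysate that was precipitated. It cannot be told apart from a preference of the protein, because no mock precipitation was analysed here and the chaperones of the endoplasmic reticulum, which overlap the list and would be lost alike, had a median of -0.07 (9 higher, 9 lower of 29). The same list was higher after knock-down (median 0.25; 22 higher, 7 lower; adjusted p 1.12e-05). Of the other added lists, the mitotic genes had a median of 0.99 in the RIP (16 of 22 higher, 4 lower; adjusted p 1.40e-06), and MCM2 to MCM7 with PCNA had -0.42 (0 higher, 3 lower; adjusted p 0.113). With an estimated correlation the adjusted p was 0.266 for the secreted proteins in the RIP and 0.263 after knock-down, 0.266 for the mitotic genes in the RIP and 0.474 for the ATF4 targets and for MCM2 to MCM7 with PCNA in the RIP.

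BCLAF1 mRNA was among the more enriched RNAs of the RIP, with 2.17% of genes higher. Capture of its own mRNA through nascent BCLAF1 protein on ribosomes could give this, and so could binding of the protein to its mRNA. With no mock precipitation and no arm with translation stopped, these cannot be told apart. The correlation of RIP enrichment with the knock-down change may come from the shared controls. The simulations called fewer genes than the data, so they cannot show whether sharing is the whole cause. In simulations, unchanged groups gave 0.111 on average, above the observed 0.0882. Shuffled changes gave 0.0818 on average, under the observed value, with a range that holds it (0.0734 to 0.0989). Separate controls left 0.0202 to 0.0406, lower but still positive. The odds ratio for lower genes, 1.03, went the other way: it lay above the range of both kinds of simulation (0.637 to 0.753 and 0.803 to 0.973) in simulations of the reported setting alone. The gap from 0.973 is smaller than its jackknife SE of 0.131. Other settings went both ways, with 0.937, 0.895 and 0.833 on one side. On the other, DESeq2 and the replicate number as a block each gave 1.09, and the fits that left out 1 library gave 1.01 to 1.23. No simulation was run for any of these settings. Whether shared controls account for the odds ratio thus stays open.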
